A study of Synechocystis sp. PCC 6803 with 8 samples.

How the data were processed

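RNA of the cyanobacterium Synechocystis was measured on 8 one-colour microarrays, in 4 groups of 2 arrays: planktonic cultures at 4 h, planktonic cultures at 8 h, sessile cultures at 4 h and sessile cultures at 8 h. Per the labels' protocols, both kinds of culture came from a liquid preculture that was pelleted. Planktonic cells were put back into medium and shaken, and sessile cells were spread on agar plates of the same medium. Planktonic cells were harvested on filters and sessile cells were scraped from the plates, so the way of harvesting differed together with the lifestyle. Total RNA was labelled directly with the dye Cy3 by a ULS kit, per the labels' protocols, so each probe reports one strand of the RNA without a cDNA step.

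The files are the scanner output of a custom Agilent array, made by the authors with Feature Extraction 10.7.3.1 per the file headers. Each file holds 62334 spots, of which 61015 carry non-control probes of 33 to 60 nucleotides. Each non-control probe name occurs once per array, so no averaging over spots was needed. Probes of the same transcript could not be grouped, so all counts are of probes and not of transcripts. Per the file headers, the processed intensity of a spot is its fluorescence after background subtraction and spatial detrending, on a linear scale, with small values replaced by a surrogate. The authors also deposited a matrix of log2 values for the same arrays. Each of its columns had nearly the same rank order as the median spot intensity of the array it was matched to (Spearman's rho of at least 0.99995 across probes; 0.9994 to 0.9998 with normexp-corrected mean intensities), and all 8 columns had the same median, 9.73, as quantile-normalized values do. That matrix was used as an alternative only.

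From the deposited intensity values, log2 of the processed intensity was taken and each array's 75th percentile over the non-control probes was subtracted. Control spots were left out, as were the 40 spots over all 8 arrays flagged as non-uniformity or population outliers; the 4 saturated spots were kept. A probe was tested if it was well above background, by the software's own flag, on both arrays of at least 1 group, which left 42831 probes. Group means were fitted with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, prior degrees of freedom 3.02 beside 4 residual degrees of freedom), all 8 arrays sharing one estimate of the spread. P-values were adjusted by the method of Benjamini and Hochberg over the tested probes, within each of 6 contrasts. A probe was called at an adjusted p below 0.05 with an absolute log2 change of at least 1. Where every array of a group was not well above background, the change is a bound, written as at least N-fold. It sets the brighter group's mean against the dimmer group's mean of, per array, the higher of the probe's own value and the lowest value among probes well above background. For the named probes, a single array without a detection was treated in the same way, which was chosen after seeing the data. A bound allows for values below detection only. It carries no sampling error, and the change in a single pair of arrays can be smaller.

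The probe names are serial numbers, except for 149 probes named R_CRISPR1, R_CRISPR2, R_CRISPR3, R_LEADER1 and R_LEADER2 with a number. The files do not pair the serial numbers with gene names, and no genome was used here. Gene lists had been fixed by locus tag before the data were examined, but they could not be matched to probes and their tests were not run. For the same reason 2 probes that rose and 2 that fell are named. The rule set before the data were examined ranked the called probes whose arrays did not overlap between the groups by the size of the change. It was applied to probes measured on at least 1 array of both groups, and the first in each direction at 4 h and at 8 h was taken. The sets of CRISPR probes were formed from the probe names after the files had been opened. They were tested with limma's camera at a preset correlation of 0.01, with camera at an estimated correlation and with fry, over 18 tests of 3 sets in 6 contrasts. Their medians have no test of their own.

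All 8 arrays lay on 1 slide and were scanned together. Replicate 1 of every group lay in row 1 of the slide and replicate 2 in row 2. Planktonic arrays filled columns 3 and 4 and sessile arrays columns 1 and 2, with 4 h in columns 1 and 3 and 8 h in columns 2 and 4, so the place along the slide cannot be told apart from the lifestyle or, within a lifestyle, from the time point. Changes within each slide row are given beside pooled ones.

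The fit was tested on simulated data with the real probe means and 200 probes changed by log2 1.5 to 3, in 5 simulations per comparison over 42831 probes. Each probe's variance, as moderated by limma, was scaled to each group's replicate spread. Noise was drawn independently for each probe and array, whereas CRISPR probes of the same set were correlated on the real arrays. The shares of false calls below hold for this setting only and may be too low for the real data. It recovered 89.1% of the changed probes for sessile minus planktonic at 4 h, with 7.19% of the calls false, and 87.7% at 8 h, with 6.8% false. For 8 h minus 4 h it recovered 88.4% with 0.674% false in planktonic cultures and 88.1% with 24.4% false in sessile cultures. The shared estimate of the spread is thus strict for planktonic and lenient for sessile time changes when the groups differ in spread as they did here.

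The alternatives tried were median centring, quantile normalization, normexp background correction (offset 50) of the mean spot intensity with quantile normalization, the deposited log2 matrix, no filter on dim probes, only probes detected on all 8 arrays, a variance trend with robust estimation, fits of the 2 groups of a contrast alone, the replicate number as a block, other thresholds, outlier spots kept, a fit of lifestyle without or beside an additive time term, and leaving out each array. Array weights per lifestyle, a correction on probe GC percent and leaving out probes that hold the motif CCCC were chosen after seeing the data. The number of arrays, 2 per group, limits the precision.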

Results

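Transcript levels of Synechocystis, a unicellular cyanobacterium that grows by photosynthesis, were compared between cells kept in shaken liquid (planktonic) and cells placed on agar (sessile), to find the transcripts that change when the cells meet a surface. Cultures were sampled at 4 h and 8 h, with 2 arrays per group and 8 arrays in all. Between 56.9% and 75.9% of the 61015 probes were well above background on an array; both extremes were sessile arrays, replicate 2 at 4 h and replicate 2 at 8 h. The 75th percentile of the processed intensity ranged from 1122 to 1990. All levels are log2 intensities relative to that percentile of the same array.

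Replicate arrays correlated at 0.966 to 0.988 across the tested probes, arrays of the same lifestyle at different times at 0.958 to 0.975, and planktonic with sessile arrays at 0.89 to 0.94. Probes are not independent replicates, so these values describe the arrays only. The first principal component held 58.1% of the variance and separated the lifestyles, with planktonic arrays at -79.7 to -59.5 and sessile arrays at 48.7 to 87.2. The second held 13.8% and separated 4 h from 8 h, with positive scores on all 4 h arrays and negative ones on all 8 h arrays. The spread between replicates was larger in the sessile groups. Its root mean square SD per probe was 0.20 and 0.23 in planktonic cultures at 4 h and 8 h, and 0.39 and 0.36 in sessile cultures.

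The first comparison asked which transcripts differed between sessile and planktonic cells 4 h after transfer. By limma, 1376 of 42831 probes were called, 628 higher and 748 lower in sessile cells. At an adjusted p below 0.05 alone, 2181 probes passed. The count depended on single arrays: it was 388 without planktonic 4 h replicate 2 and 4194 without sessile 4 h replicate 1, the widest moves among the alternatives. The balance also moved, to 89 higher and 299 lower and to 1244 higher and 2950 lower in these 2 fits, and among probes detected on all 8 arrays, which leaves out those that fell to background, to 596 higher and 427 lower. Of the called probes, 466 were not well above background on any array of one group. For 309 of these the difference was at least 2-fold, with bounds up to 45.8-fold higher and 105-fold lower in sessile cells. Among probes well above background on all 4 arrays of the comparison, 366 were called higher and 355 lower, with log2 changes from -5.76 to 4.98. The changes within slide row 1 and row 2 correlated at 0.75 across all tested probes.

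At 8 h the same comparison called 1306 probes, 686 higher and 620 lower in sessile cells, and 1984 probes passed the adjusted p alone. Without sessile 8 h replicate 1 the count was 497, and without sessile 8 h replicate 2 it was 3703. One group was not well above background on any array for 496 of the called probes. The difference was at least 2-fold for 264 of them, with bounds up to 16.6-fold higher and 137-fold lower. Probes well above background on all 4 arrays were called higher in 346 cases and lower in 281, with log2 changes from -5.78 to 2.83. The changes within the 2 slide rows correlated at 0.68 across all tested probes. The balance of directions depended on the scaling: median centring gave 494 higher and 685 lower, and the deposited log2 matrix gave 408 higher and 608 lower. It also depended on the fit and the threshold. A fit of the 2 groups alone gave 270 higher and 482 lower, and an adjusted p below 0.01 gave 120 and 361. Probes detected on all 8 arrays went the other way, with 555 higher and 357 lower.

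The changes at both time points, which share no arrays, correlated across probes with a Pearson's r of 0.75 and a Spearman's rho of 0.65. Within slide row 1 alone r was 0.667, and within row 2 it was 0.646. Of the probes called at 4 h, 1334 (96.9%) changed in the same direction at 8 h. If the calls were independent, 42 probes would be called at both time points. Both tests share one estimate of each probe's spread, so the calls are not independent and 42 is no reference for unrelated changes. Both time points called 675 probes, and all 675 had the same direction at both. The number was 347 without planktonic 4 h replicate 2. Very large changes were mostly falls. With a fitted log2 change of at least 3 in size, 299 probes were called lower and 106 higher in sessile cells at 4 h. At 8 h 325 were called lower and 30 higher. With such a change at both time points, 281 probes were called lower and 22 higher. Many of these fitted values lie against a group near background. Under normexp with quantile normalization, which leaves the signal level of the negative control spots in the values, the numbers were 118 and 1. Among probes detected on all 8 arrays they were 56 and 0. Without sessile 8 h replicate 2, 44 were called higher.

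**Figure D1:**
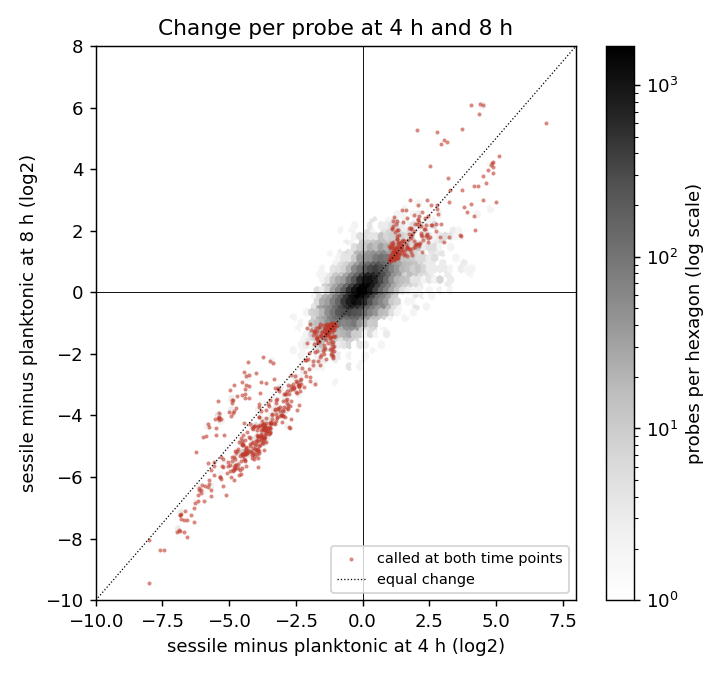
Log2 change between sessile and planktonic cultures of each of the 42831 tested probes at 4 h (horizontal) and 8 h (vertical), fitted from 2 arrays per group; hexagons are shaded by the number of probes on a log scale, and red points are the 675 probes called at both time points. All red points lie in the lower left or upper right part, and 281 of them lie at or below -3 on both axes.

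Averaged over both time points, sessile cells differed from planktonic cells at 2074 probes by limma, 1118 higher and 956 lower, and 9680 probes passed the adjusted p alone. The count was 1037 without planktonic 4 h replicate 2 and 3124 without sessile 4 h replicate 1. More of the calls were then lower than higher, 586 against 451 and 1873 against 1251, as with the deposited matrix (583 against 554), so the balance of directions was not stable. The test of whether the lifestyle change itself differed between 8 h and 4 h called 0 probes by limma; the smallest adjusted p was 0.0595, and 3269 probes (7.63%) had an unadjusted p below 0.05. Leaving out sessile 4 h replicate 1 gave 294 calls.

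Over time in planktonic cultures, limma called 431 probes from 4 h to 8 h, 341 higher and 90 lower at 8 h. This count was 0 without any 1 of the 4 planktonic arrays, and 0 with the replicate number as a block. The count was also 0 without the filter on dim probes and at an adjusted p below 0.01. Other fits called more: 995 with the planktonic groups alone, 798 with a variance trend and robust estimation, and 1374 with array weights per lifestyle. Planktonic arrays with the same number, which lay in the same slide row, deviated from their group means in part alike (r of 0.287 across probes). The block term was common to all 4 groups, so it does not describe a deviation shared by the planktonic groups alone. Each time point also lay in its own slide column, so slide position and time cannot be told apart here. In sessile cultures 0 probes were called between 4 h and 8 h, with a smallest adjusted p of 0.149 and 2738 probes (6.39%) at an unadjusted p below 0.05. Without sessile 4 h replicate 1 the sessile count was 621. Of the 431 probes called in planktonic cultures, 405 (94%) moved in the same direction in sessile cultures. The median change of those called higher was 1.40 in planktonic and 0.32 in sessile cultures, and of those called lower -1.32 and -0.34. Choosing the probes on the planktonic arrays favours large planktonic values, and the test of the difference called 0 probes. Across all tested probes the time changes of the lifestyles correlated at 0.24.

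The probes have serial names without a gene, so the 4 named probes are given by sequence and called by their first 8 bases. Their fitted changes were the largest among called probes without overlap between the groups that were well above background on at least 1 array of each. Where an array was not well above background, the fitted value is given with a bound. The bound is on the difference of the group means. It carries no sampling error, and the change in a single slide row can be smaller. At 4 h the AATGTAAA probe had the largest fitted rise. Its sequence is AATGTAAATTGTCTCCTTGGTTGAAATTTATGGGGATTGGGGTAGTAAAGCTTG, and its level was -2.77 ± 0.21 (SD, n = 2) in planktonic and 2.34 ± 2.29 (SD, n = 2) in sessile cultures. It was well above background on planktonic 4 h replicate 2 and not on replicate 1. The fitted log2 change was 5.11 (SE 0.88, limma adjusted p 0.0298), a rise of the group mean of at least 33.5-fold. It was at least 11.7-fold higher in slide row 1, and the change in row 2 was 6.58. The call was lost without any 1 of the planktonic arrays, with an adjusted p of 0.187 without planktonic 4 h replicate 2. At 8 h no planktonic array was well above background. The sessile group mean was at least 1.46-fold higher, but a difference was not shown (limma adjusted p 0.656). The difference between the time points had an adjusted p of 0.592.

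The largest fitted fall at 4 h was that of the CAAACCAT probe (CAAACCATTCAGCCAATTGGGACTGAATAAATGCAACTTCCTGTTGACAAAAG), from 3.52 ± 0.54 (SD, n = 2) in planktonic to -3.33 ± 1.60 (SD, n = 2) in sessile cultures. It was not well above background on sessile 4 h replicate 2, so the fitted log2 change of -6.85 (SE 0.81, limma adjusted p 0.00659) depends on a value near background. The fall of the group mean was at least 51.3-fold. In row 1, where both arrays were well above background, the change was -5.33, and in row 2 the probe was at least 65.4-fold lower. Without planktonic 4 h replicate 2 the adjusted p was 0.0711. No sessile array at 8 h was well above background, and the probe was at least 92.1-fold lower there (adjusted p 0.0033).

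At 8 h the largest fitted rise was that of the CTTTAAAC probe (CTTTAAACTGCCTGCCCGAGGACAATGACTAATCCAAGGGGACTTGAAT), from -2.59 ± 0.12 (SD, n = 2) to 0.39 ± 0.13 (SD, n = 2). The planktonic level was well above background on replicate 1 and not on replicate 2. The fitted log2 change was 2.98 (SE 0.48, limma adjusted p 0.0232), a rise of at least 7.1-fold. The change was 2.99 in row 1, and in row 2 the probe was at least 6.34-fold higher. At 4 h it was 2.41 (SE 0.48, adjusted p 0.0408), from 0.63 ± 0.18 to 3.04 ± 1.19. The mean level was thus lower at 8 h than at 4 h in both lifestyles. Since the sessile comparison over time called 0 probes, a sessile fall was not established for this probe. Its calls were sensitive to single arrays: the 8 h adjusted p was 0.143 without planktonic 8 h replicate 2, and the 4 h one 0.259 without planktonic 4 h replicate 2. The 4 h call was also lost with the replicate number as a block (adjusted p 0.0618), and over all alternatives its adjusted p ranged from 0.000656 to 0.259.

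The CACTGTCC probe (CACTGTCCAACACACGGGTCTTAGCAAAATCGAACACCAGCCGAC) had the largest fitted fall at 8 h, from 4.17 ± 0.56 (SD, n = 2) to -3.05 ± 0.35 (SD, n = 2), a fitted log2 change of -7.22 (SE 0.43, limma adjusted p 0.000209) and at least 118-fold. At 4 h it fell from 4.32 ± 0.62 to -2.11 ± 0.58, a fitted change of -6.43 (adjusted p 0.00042) and at least 75.4-fold. It was well above background on 1 sessile array at each time point. In the rows with a detection on both arrays the change was -5.58 at 4 h (row 1) and -7.37 at 8 h (row 2). In the others the probe was at least 119-fold lower at 4 h and at least 84.2-fold lower at 8 h. It was called at both time points under each of the 20 alternatives in which it was tested.

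**Figure D2:**
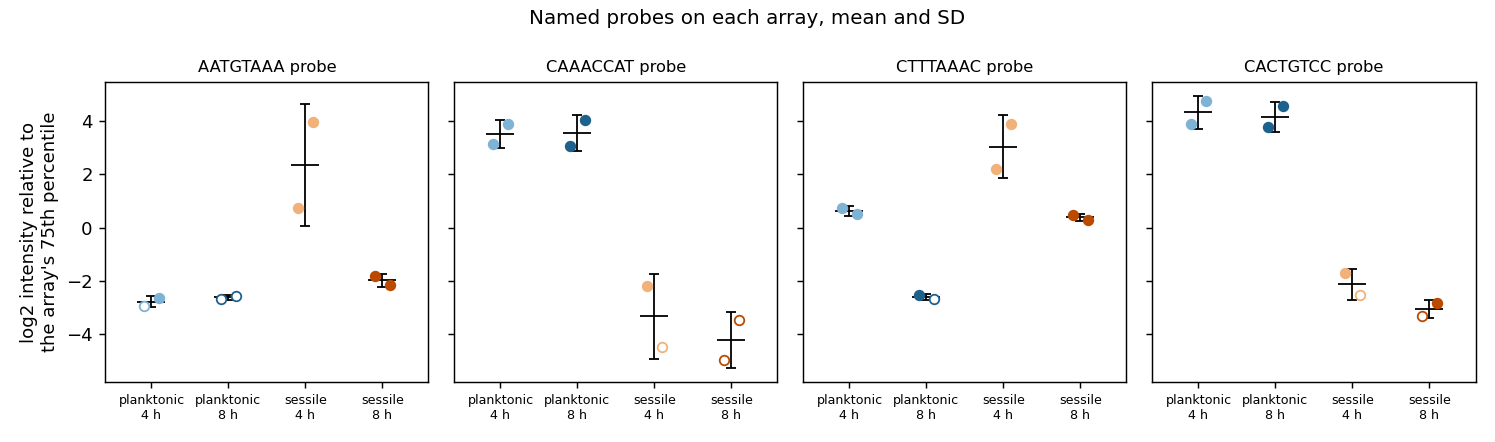
Log2 intensity relative to the array's 75th percentile of the 4 named probes on each of the 8 arrays; filled points are arrays on which the probe was well above background, open points are the other arrays, and black bars are the group mean with its SD (n = 2). The CAAACCAT and CACTGTCC probes lie above 3 on all planktonic arrays and at or below -1.70 on all sessile arrays, and the AATGTAAA probe is high in sessile cultures at 4 h alone.

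The only probes with descriptive names are those named for CRISPR 1 to 3, read here as 3 CRISPR loci, which are rows of short repeats and spacers transcribed as one precursor RNA, and for their leaders. Their sets were formed after the names had been seen. The CRISPR3 probes were the brightest, with array medians that averaged 5.35 ± 0.11 (SD, n = 2) in planktonic and 5.92 ± 0.16 in sessile cultures at 4 h, and 5.06 ± 0.08 and 6.06 ± 0.28 at 8 h. The CRISPR1 probes that were tested (18 of 49) averaged 3.66 ± 0.08 and 4.30 ± 0.19 at 4 h, and 3.16 ± 0.02 and 4.27 ± 0.18 at 8 h. The CRISPR2 probes (54 of 55) averaged 1.56 ± 0.09 and 2.39 ± 0.11 at 4 h, and 1.97 ± 0.02 and 2.67 ± 0.29 at 8 h. In each set and at each time point, the medians of both sessile arrays lay above those of both planktonic arrays.

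The median change of single probes at 4 h was 0.61 for CRISPR1, 0.86 for CRISPR2 and 0.56 for CRISPR3, and at 8 h it was 1.02, 0.66 and 0.97. At 4 h 17 of 18 CRISPR1 probes, 54 of 54 CRISPR2 probes and 38 of 38 CRISPR3 probes were higher in sessile cells; at 8 h the numbers were 16, 50 and 38. The direction of all 6 medians was the same under every scaling that was tried. With camera's preset correlation the adjusted p ranged from 2.02e-22 to 2.06e-07 over these 6 tests. Under fry 5 of the 6 held, with adjusted p from 0.0133 to 0.0436, while CRISPR2 at 8 h had 0.0812. With the correlation estimated from the data (0.57 to 0.81), none held, and the smallest adjusted p was 0.38. Single probes past both thresholds numbered 5 for CRISPR2 at 4 h, 10 for CRISPR1 at 8 h and 15 for CRISPR3 at 8 h.

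Of the 7 leader probes, 6 were tested and 0 were called by limma (smallest adjusted p 0.0601). The first 3 probes of leader 1 changed by 0.19, 0.41 and 0.19 at 4 h and by 0.43, 0.48 and 0.43 at 8 h. The fourth changed by 2.53 at 4 h and 2.22 at 8 h, with adjusted p of 0.156 and 0.203 and levels of 5.46, 4.49, 6.54 and 2.89 on the sessile arrays. The 2 tested probes of leader 2 changed by -0.13 and -0.02 at 4 h (limma adjusted p 0.622 and 0.964), so no direction was shown there. At 8 h they were lower in sessile cells, by -0.60 and -0.74, opposite in direction to the CRISPR2 median.

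**Figure D3:**
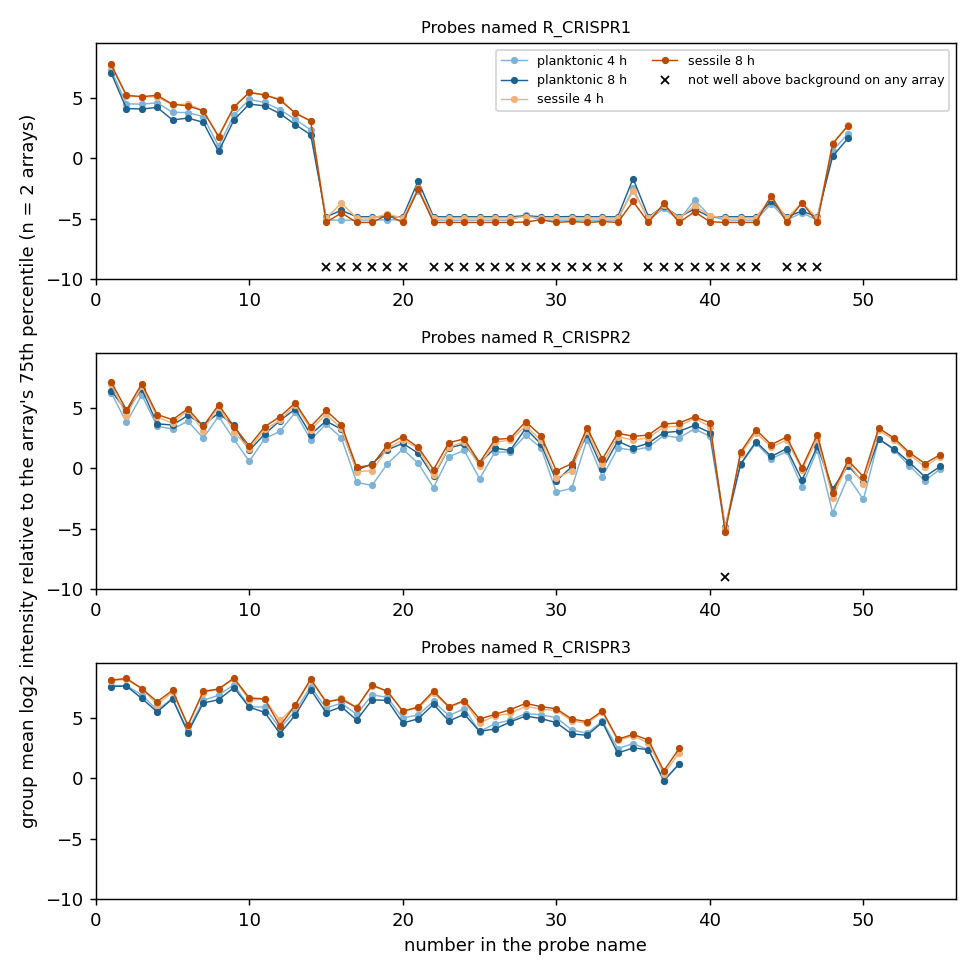
Group mean log2 intensity relative to the array's 75th percentile (n = 2 arrays per point) of the probes named for CRISPR1, CRISPR2 and CRISPR3, against the number in the probe name; crosses mark probes that were not well above background on any array. CRISPR1 probes 15 to 47 lie near background in all 4 groups, 30 of these 33 without a detection on any array, while the probes before and after them are bright.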

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

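The tests in this part were all chosen after the results had been seen, except that the contrasts themselves were fixed before the data were examined.

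Signal appeared in spots outside the comparisons. The array carries 14 bright-corner control spots, which mark the corners of the grid and are left out of all comparisons. Relative to the array's 75th percentile, their median on the log2 scale was 3.97 to 4.39 on the 4 planktonic arrays. On the sessile arrays it was 5.99 and 5.35 at 4 h (replicates 1 and 2) and 8.37 and 4.43 at 8 h, each above the highest planktonic value, although 4.43 exceeds 4.39 only slightly. As processed intensity, the sessile 8 h replicate 1 spots had a median of 370300 and those of planktonic 8 h replicate 1 had 31830. Array intensity or scaling is argued against for 3 of the 4 sessile arrays. Without scaling, their medians were 53000 or more, above the brightest single planktonic spot, 45810, while their 75th percentiles of 1122 to 1717 were below the highest planktonic one, 1990. For sessile 8 h replicate 2, with a median of 40920, scaling stays open.

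Genomic DNA carried into the labelled RNA stays open as a cause. DNA brings both strands, and would be expected to light up probes that were below background on all 4 planktonic arrays, most of all on the array with the brightest corner spots. Of the 17406 such probes, 5.05% were well above background on sessile 8 h replicate 1, against 20.7% on sessile 8 h replicate 2, where the corner spots were dimmest among sessile arrays. The other sessile arrays had 14.1% (4 h replicate 1) and 1.62% (4 h replicate 2). These shares rank the arrays as the share of all probes well above background does (75.9%, 73.6%, 65% and 56.9%), so they may reflect how well each array detected signal, and the test does not decide.

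A candidate explanation that also stays open is labelled material that binds C-rich probes. Among probes at least 2 log2 units above the planktonic mean of the same time point, 38.9% held the motif CCCC on sessile 8 h replicate 1 and 50.4% on sessile 4 h replicate 1, against 19.5% of all tested probes. The shares were 21.2% on sessile 4 h replicate 2 and 9.93% on sessile 8 h replicate 2. The motif GGGG was held by 5.8% to 12% of such probes and by 16.7% of all tested probes. The shares on the brightest arrays are as such material would give, but they do not rank the arrays as the corner spots do, and the sequence of the corner spots was not used here, so the test does not decide. These shares are of probes selected as bright. Over all tested probes, the mean change of those with CCCC was 0.154 and -0.133 at 4 h (replicates 1 and 2) and -0.011 and -0.010 at 8 h, against 0.028, -0.088, 0.014 and 0.057 for the others, so a general gain of C-rich probes was not seen on the array with the brightest corner spots. The fourth leader 1 probe, which holds CCCC, had the same order over the sessile arrays as the corner spots, as did 2053 of 42794 probes (4.8%). The first leader 1 probe, which also holds CCCC, did not, and its changes were 0.19 and 0.43. Leaving out all probes with CCCC gave 1304 calls at 4 h and 1281 at 8 h. A biological source in sessile cells, such as an abundant G-rich RNA, was not tested, and the lifestyle was also confounded with the way of harvesting.

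The lifestyle change of the 3 CRISPR probe sets differed between 8 h and 4 h by camera with a preset correlation. The adjusted p was 0.0016 for CRISPR1, 3.12e-07 for CRISPR2 and 3.57e-06 for CRISPR3, with median differences between the time points of 0.38, -0.21 and 0.39. The difference was positive for 16 of 18 CRISPR1 probes, the other 2 being dim probes that were each detected on 6 of the 8 arrays, and 37 of 38 CRISPR3 probes, and negative for 40 of 54 CRISPR2 probes. Scaling of the arrays is argued against as the whole cause for CRISPR1 and CRISPR3. Over the 5 scalings tried, their values nearest to 0 were 0.313 and 0.248. For CRISPR2 the sign was also kept, but the value ranged from -0.269 to -0.115. Scaling as part of the cause therefore stays open for CRISPR2. The correlation between probes of one transcript may account for the small p-values. With the correlation estimated from the data, the unadjusted p was 0.35, 0.386 and 0.341, and under fry the adjusted p was 0.217, 0.454 and 0.258. With 2 arrays per group, a difference between the time points was therefore not established. A biological difference between 4 h and 8 h stays open and untested beyond this.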

How the results depend on the processing

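The alternatives with array weights, without CCCC probes and with a GC correction were chosen after seeing the data; all others were fixed before the data were examined. The number of probes called moved widely, and so did the balance of higher and lower calls. The correlation of the time points, the CRISPR medians and the changes of the named probes kept their sign under every alternative in which they were computed.

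Leaving out each array in turn, with the lone array of a group assumed to vary like the other groups, gave 388 to 4194 called probes at 4 h, 497 to 3703 at 8 h, 1037 to 3124 for the average, 0 to 294 for the difference between time points, 0 to 500 for planktonic time and 0 to 621 for sessile time. The correlation of the 4 h and 8 h changes ranged from 0.688 to 0.763, with a jackknife SE of 0.06. The CRISPR medians ranged from 0.496 to 0.695 (CRISPR1), 0.722 to 1.017 (CRISPR2) and 0.471 to 0.679 (CRISPR3) at 4 h, and from 0.865 to 1.209, 0.441 to 0.862 and 0.792 to 1.185 at 8 h. In both lifestyle contrasts the count rose most when a sessile array was left out: the 4194, 294 and 621 calls came without sessile 4 h replicate 1, and the 3703 calls without sessile 8 h replicate 2. The cause was not tested.

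Quantile normalization gave 2 calls for the difference between time points, 733 for planktonic and 11 for sessile time, and CRISPR3 medians of 0.418 and 0.708. The normexp correction with quantile normalization gave 1163 for the average, 6 for sessile time, CRISPR2 at 4 h 0.73, and CRISPR3 0.416 and 0.705. The deposited matrix gave 1137, 7, 0.731, 0.403 and 0.699 for the same results. At 8 h normexp gave 409 higher and 598 lower, a different balance from 686 and 620. The local background that normexp used, about 40 raw units, was far below the negative control spots, at 610 to 980, so small signals keep a floor that narrows changes. The deposited matrix was nearer in rank to the uncorrected median intensity than to the normexp values, but these also differ in using the median or the mean of a spot, so its background step stays open.

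Without the filter on dim probes, 743 and 762 probes were called at 4 h and 8 h and 0 for planktonic time, and r was 0.638; more probes near background were tested. Only probes detected on all 8 arrays gave 968 for the average, by construction without probes that fell to background. A variance trend with robust estimation gave 798 for planktonic time. Fits of the 2 groups alone, with fewer residual degrees of freedom, gave 493 at 4 h, 752 at 8 h and 995 for planktonic time. Array weights per lifestyle (1.76 planktonic, 0.57 sessile) gave 1374 for planktonic time, which contained all 431. Leaving out CCCC probes gave 1 call for the difference between time points. The causes were not tested further.

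An adjusted p below 0.05 with no minimum change gave 2181, 1984 and 9680 at 4 h, at 8 h and for the average, and an adjusted p below 0.01 gave 471, 481 and 1029, and 0 for planktonic time.

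Groups share replicate numbers, which are also slide rows. Deviations of same-numbered arrays from their group means correlated at 0.287 between the planktonic groups and at -0.048 to 0.055 for the other 5 pairs of groups, so the numbers pair no samples across lifestyles, while the planktonic arrays share some variation by number. With the replicate number as a block, 1072 probes were called at 4 h, 1104 at 8 h, 2007 for the average and 0 for planktonic time.

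Alternatives that alter only the estimate of the spread, or leave out arrays of the other time point, cannot move the CRISPR medians or fitted changes and say nothing on their stability. For the calls of the named probes, the call was the same in 118 comparisons and was lost in 22, of which 9 were for the CTTTAAAC probe at 4 h and 6 for the AATGTAAA probe at 4 h. The alternatives that average or separate the probes of a transcript were not run, since serial names do not group probes by transcript. Those of the gene lists were not run either. Several called probes can lie on the same transcript. Signal over background limits the large falls: changes of probes near background on one side are bounds.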

Other observations

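The tests of overlapping probes, of replicate spread and of the serial-numbered probes overlapping the CRISPR1 probes were set out before their results were seen. The tests on other splits of the arrays, on slide position, on GC content of the called probes and of the CRISPR1 probes, and on the CRISPR1 probes beyond the gap were written down afterwards.

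Chance can be excluded as the origin of the number of calls between lifestyles only as far as the splits allow. Of the 35 splits of the 8 arrays into 4 and 4, 1, the real one, gave as many as the 1958 calls of a 2-group fit, and 1 in 35 is the smallest share these splits can give. The others mix the lifestyles, which widens their spread, so their counts of calls say nothing on time or slide row. Probe GC content is argued against as the whole cause, since 1250 of the 1376 probes called at 4 h were also called after each array was corrected on GC percent. Position along the slide stays open. The number of slide columns that held both lifestyles was 0, so position, harvesting by filter or scraping, and lifestyle cannot be told apart.

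Changes of overlapping probes on the same strand, which measure a partly shared sequence, argue against noise of single probes. Over 1891 pairs sharing at least 20 nucleotides, Pearson's r of the lifestyle changes was 0.943 at 4 h and 0.956 at 8 h. In 1000 random pairings at 4 h it was -0.084 to 0.082. Spearman's rho was lower, 0.795 at 4 h and 0.747 at 8 h. Both probes were called in 154 pairs at 4 h and 152 at 8 h, all in the same direction. Both probes of a pair lie on the same arrays, so this bears on the probes and not on the cultures.

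Probes that overlap on opposite strands changed in weakly opposite directions. Over 2569 pairs the correlation was -0.068 at 4 h and -0.079 at 8 h, each below the lowest of 1000 random pairings, -0.061 and -0.063. In the few pairs with both probes called, 8 at 4 h and 4 at 8 h, the directions were opposite in every pair. Opposite regulation of a small share of paired sense and antisense transcripts may explain this; it is a hypothesis, the pairs share probes, and the correlation is close to 0.

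The replicate spread was larger in both sessile groups than in both planktonic groups. C-rich probes do not account for it: without CCCC probes the SD was 0.365 and 0.339 in sessile and 0.206 and 0.232 in planktonic groups. Probes near background do not account for all of it. Among probes detected on all 8 arrays the SD was 0.271 and 0.326 in sessile groups, against 0.385 and 0.363 over all tested probes. In planktonic groups it was 0.164 and 0.167, against 0.202 and 0.229. The share of probes well above background also differed between sessile replicates, 73.6% and 56.9% at 4 h and 65% and 75.9% at 8 h. In planktonic replicates it was 68.9% and 67%, and 67% and 60.9%. Such differences between arrays, unequal plates or scraping, and true variation between sessile cultures were not tested.

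Of the 49 CRISPR1 probes, the 33 numbered 15 to 47 lay near background, with 30 not detected on any array and 3 detected on some, while the 16 others were well above background on all 8 arrays. A signal that falls off along the transcript is argued against, because the 2 probes after the gap were detected on all 8 arrays. So is GC content as the whole cause: 30 of the 33 gap probes had a GC content within the 26.9% to 51% of the 16 others, and 28 of these were not detected on any array. The medians were 43.8% in the gap and 41.3% in the others, and 3 gap probes lay above the range. A candidate explanation is that this stretch is missing from the strain used, as a variant against the sequence the array was designed on. All 9 serial-numbered probes overlapping the gap by at least 20 nucleotides, 2 on the same strand and 7 on the opposite strand, were at background on all 8 arrays, whereas both same-strand probes overlapping the other CRISPR1 probes were detected on all 8. Opposite-strand probes say little, since 8 of 9 overlapping CRISPR3 were at background as well. Loss of this part of the RNA by processing would give the same picture, and only the DNA of the strain could separate these. The gap was present in all 4 groups. It enters the lifestyle comparisons through 2 probes near background, numbers 21 and 35, which were among the 18 tested CRISPR1 probes and were the 2 that were lower in sessile cells at 8 h. With only probes detected on all 8 arrays, which leaves these 2 out, the CRISPR1 medians were 0.617 at 4 h and 1.029 at 8 h, against 0.613 and 1.019 with them.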
